# Signatures of B Cell Receptor Repertoire Following *Pneumocystis* Infection

**DOI:** 10.3389/fmicb.2021.636250

**Published:** 2021-05-31

**Authors:** Han Sun, Hu-Qin Yang, Kan Zhai, Zhao-Hui Tong

**Keywords:** *Pneumocystis* infection, B cell receptor, single-cell BCR sequencing, single-cell RNA sequencing, somatic hypermutation

## Abstract

B cells play vital roles in host defense against *Pneumocystis* infection. However, the features of the B cell receptor (BCR) repertoire in disease progression remain unclear. Here, we integrated single-cell RNA sequencing and single-cell BCR sequencing of immune cells from mouse lungs in an uninfected state and 1–4 weeks post-infection in order to illustrate the dynamic nature of B cell responses during *Pneumocystis* infection. We identified continuously increased plasma cells and an elevated ratio of (IgA + IgG) to (IgD + IgM) after infection. Moreover, *Pneumocystis* infection was associated with an increasing naïve B subset characterized by elevated expression of the transcription factor *ATF3*. The proportion of clonal expanded cells progressively increased, while BCR diversity decreased. Plasma cells exhibited higher levels of somatic hypermutation than naïve B cells. Biased usage of V(D)J genes was observed, and the usage frequency of *IGHV9-3* rose. Overall, these results present a detailed atlas of B cell transcriptional changes and BCR repertoire features in the context of *Pneumocystis* infection, which provides valuable information for finding diagnostic biomarkers and developing potential immunotherapeutic targets.

## Introduction

*Pneumocystis jirovecii* pneumonia (PJP) is a severe opportunistic infectious disease found in immunocompromised patients (Schmidt et al., 2018). The incidence of PJP has been increasing in patients without human immunodeficiency virus (HIV) infection due to the widespread use of immunosuppressive medications (Bienvenu et al., 2016). Compared to HIV cases, the symptoms observed in HIV-negative PJP patients are more severe and abrupt, and the clinical outcome is worse (Guo et al., 2014), which indicates the significance of understanding the cellular and molecular basis of disease progression and developing better treatment strategies.

B cells have been demonstrated to play a vital role in host defense against *Pneumocystis* infection by antigen presentation and antibody production (Kolls, 2017; Otieno-Odhiambo et al., 2019). The B cell receptor (BCR), a B cell surface membrane immunoglobulin, possesses the ability to specifically recognize and bind antigens, with the complementarity-determining region 3 (CDR3) of the heavy chain as the major determinant of antibody specificity (Xu and Davis, 2000). The diversity of BCR repertoires in several infectious diseases has been explored, such as in coronavirus disease 2019 (Wen et al., 2020), dengue (Parameswaran et al., 2013), and chronic hepatitis C virus infection (Tucci et al., 2018). These results show that encountering a specific antigen could elicit clonal B-cell proliferation, thus altering the selective distribution of the BCR spectrum. *Pneumocystis*-specific BCR was reported to be required for adequate priming of T cells against *Pneumocystis*, rather than the mere presence of B cells (Opata et al., 2015), indicating the indispensable role of antigen-specific BCR in *Pneumocystis* infection. However, the specific characteristics of the BCR repertoire after *Pneumocystis* infection remains unknown.

The combination of single-cell RNA sequencing (scRNA-seq) and single-cell BCR sequencing enables us to simultaneously investigate the heterogeneity of the transcriptome and analyze the BCR features of B cell clones, which may lead to new insights into the host immune response (Zheng et al., 2017; Goldstein et al., 2019). Here, we integrated the transcriptome data and single-cell paired BCR analysis of B cells from mice lungs at different timepoints during *Pneumocystis* infection, aiming to elucidate the *Pneumocystis*-specific shuffling of the BCR repertoire and phenotypic characteristics of B cell clones.

## Materials and Methods

### Mice and *Pneumocystis* Lung Infection

C57BL/6 mice and severe combined immunodeficient mice (6–8 weeks of age) were purchased from Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). Animals were housed in specific pathogen-free conditions. *Pneumocystis murina* (ATCC, Manassas, VA, United States) was maintained in severe combined immunodeficient mice as previously described (Hu et al., 2017). Mouse models of *Pneumocystis* infection were prepared by intratracheally inoculating with 1 × 10^6^ cysts diluted in 100 μl phosphate-buffered saline under anesthesia, while non-infected mice were inoculated with 100 μl phosphate-buffered saline (Rong et al., 2019a). The animal studies were approved by the Capital Medical University Animal Care and Use Committee.

### Preparation of Single-Cell Suspensions and Cell Sorting

At specific time points, mice were sacrificed by exsanguination under deep anesthesia. Lungs were cut into pieces and transferred to a digestion medium containing DNAse I (Sigma), collagenase IV (Solarbio), and 10% fetal bovine serum in RPMI 1640 medium. After incubation for 20 min at 37°C with manual shaking every 5 min, samples were filtered with 40-μm nylon mesh (Biologix) and centrifuged at 400 × g for 6 min. Red blood cells were removed by lysing buffer (BD). Following surface-staining with Ghost Dye Red 780 (TONBO) and anti-mouse CD45 PerCP-Cyanine5.5 (BD) according to the operations manual, single-cell suspensions of the lung tissue from three mice were mixed together. Afterward, cell sorting was performed on a FACS Aria II (BD Biosciences) and CD45^+^ living cells were collected.

### scRNA-Seq and Preprocessing

Using Single Cell 5′ Library and Gel Bead kit (10x Genomics) and Chromium Single Cell A Chip kit (10x Genomics), cell suspensions were loaded onto a Chromium single cell controller (10x Genomics) to generate single-cell gel beads in the emulsion. The RNA of captured cells was released and barcoded through reverse transcription, and then the complementary DNA was amplified to establish the 5′ gene expression libraries. An Agilent 4200 system was used for quality assessment and after that, the libraries were sequenced using an Illumina Novaseq sequencer. Raw gene expression matrices were generated by Cell Ranger count pipeline with default parameters and mouse GRCm38/mm10 as the reference genome. The dataset integration of all five samples was achieved by Cell Ranger AGGR.

### Single-Cell Transcriptome Data Analysis

R software (v.4.0.2) with the Seurat (Butler et al., 2018) package (v.3.2.2) was applied for quality control. Low-quality cells were discarded if they met the following criteria: (1) the number of genes expressed were <200 or more than 4,000, or (2) > 25% unique molecular identifiers were derived from the mitochondrial genome. After normalizing the gene expression matrices by log normalization, the top 2,000 highly variable genes were calculated via the FindVariableFeatures function. The RunPCA function was conducted for linear dimensionality reduction, and non-linear dimensional reduction was performed with the RunUMAP function. Finally, cells were clustered together according to common features. The corresponding cell types of cell clusters were annotated based on the expressions of canonical markers.

### Differential Gene Expression Analysis and Functional Enrichment

Differential gene expression analysis was performed using the FindMarkers function in Seurat by a two-sided Wilcoxon test with Bonferroni correction. Genes with a maximum adjusted *p*-value of 0.01 and an absolute value of log_2_(fold change) > 0.5 were considered to be differentially expressed genes (DEGs) (Zhang J.Y. et al., 2020). Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses of DEGs were conducted using the Metascape (Zhou et al., 2019) webtool^1^.

### Single Cell Trajectory Analysis

We used the Monocle 2 (Qiu et al., 2017) package (version 2.16.0) to conduct pseudotime analysis. Ordering genes were calculated by the “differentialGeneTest” function (*q* < 0.01). To generate a two-dimensional projection of the underlying developmental trajectory, the “DDRTree” reduction method was used with default parameters. The “orderCells” function was applied to obtain cell ordering (pseudotime) along the lineage trajectory and the visualization function “plot_cell_trajectory” was used to plot the minimum spanning tree.

### Single-Cell BCR V(D)J Sequencing and Analysis

Full-length BCR V(D)J segments were enriched from amplified cDNA from 5′ libraries using a Chromium Single-Cell V(D)J Enrichment kit according to the manufacturer’s protocol. BCR sequences for each single B cell were assembled by Cell Ranger vdj pipeline (v.3.0.2). Only cells with both productive immunoglobulin heavy chains (IGH) and productive immunoglobulin light chains kappa (IGK) or lambda (IGL) were kept. If more than one heavy chain or light chain were detected in one cell, the chain with the highest amount of unique molecular identifiers was retained (Zheng et al., 2017).

A clonotype was defined as a unique combination of an IGH-IGK/IGL pair. A cell was considered to be clonally expanded if its clonotype was shared by at least two cells. The clonality of a clonotype could be indicated by the number of cells with the same clonotype. Using barcode information, B cells with prevalent BCR clonotypes were projected on a uniform manifold approximation and projection (UMAP) plot. The somatic hypermutation (SHM) rate of each B cell was defined as the percentage of mismatching nucleotides in the VH portion compared with the most similar germline gene (Kuri-Cervantes et al., 2020). Lineage analysis was performed on the protein sequences of the CDR3 region in both heavy and light chains. BCR sequences with the same V(D)J assignment were grouped together into a lineage if their CDR3 sequences differed by no more than one amino acid (Jiang et al., 2013). Plots of the lineage structures were generated with Cytoscape (v.3.5.1).

## Results

### Study Design and Single-Cell Profiling of B Cells

To assess the signatures of B-cell receptor diversity in B lymphocytes following *Pneumocystis* infection, we performed scRNA-seq and single-cell BCR sequencing on CD45^+^ immune cells from the lung tissue of uninfected mice (0 w) and mouse models at 1–4 weeks post-infection (1 w, 2 w, 3 w, and 4 w). 

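The single-cell BCR data of the 5 samples (0 w, 1 w, 2 w, 3 w, and 4 w) were analyzed from the deposited contig tables, in which Cell Ranger lists each assembled contig with its V, D, J, and C gene, its CDR3 sequence, and the numbers of reads and unique molecular identifiers (UMIs) behind it. Each sample was 1 library of CD45+ lung cells mixed from 3 mice. No label separates the mice, so each time point has n = 1, and no test between time points was made. In all, the libraries held 27812 contigs from 11900 barcodes called as cells, with 17748071 to 33809612 reads and 43366 (1 w) to 836241 (4 w) UMIs per library. As in the methods of the paper, a cell was retained when it had a productive full-length heavy chain and a productive full-length light chain, and where a cell had several, the chain with the most UMIs was used. Shares of cells are given with exact (Clopper-Pearson) 95% confidence intervals (CI), which cover the error of counting cells and not the variation between mice. Cell types were not analyzed here, so the cells were selected by their BCR alone.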

Each sample contained CD45^+^ cells from three mice. Based on the single-cell transcriptome data, a total of 11,062 B cells were obtained after filtering. We integrated the scRNA-seq and single-cell paired BCR analysis for each subject, and only cells with full-length productive paired IGH-IGK/IGL chains were retained. Finally, 3,280 B lymphocytes were included for subsequent analysis.

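A paired BCR was found in 4373 of the barcodes, namely 1177, 527, 954, 701, and 1014 cells in the 0 w, 1 w, 2 w, 3 w, and 4 w samples, respectively. This was 37.8%, 39.0%, 43.4%, 21.9%, and 49.8% of the barcodes of each sample. Among barcodes with a light chain, a heavy chain was found in 39.2% (95% CI 37.4–40.9%) at 0 w, in 22.8% (21.3–24.3%) at 3 w, and in 51.1% (48.9–53.4%) at 4 w. The median number of UMIs of the retained heavy chain was 2, 1, 2, 1, and 4 from 0 w to 4 w, and that of the light chain was 13, 11, 14, 9, and 24. A single UMI supported the heavy chain in 47.9% of the cells at 0 w and in 14.6% at 4 w. With at least 3 UMIs required of both chains, the alternative that changed the number most, 1643 cells were left.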

### Features of B Cell Subsets After *Pneumocystis* Infection

UMAP clustering analyses were performed on B lymphocytes, yielding four cell clusters (Figure 1A). According to the differential expression of canonical genes, B cells were categorized into naïve B (clusters 1, 2, and 3) and plasma cells (cluster 4). Naïve B cells expressed high levels of *IGHD* and *MS4A1*, while plasma cells were identified on the basis of high expression of *XBP1* and *SDC1* (Figure 1B).

**FIGURE 1:**
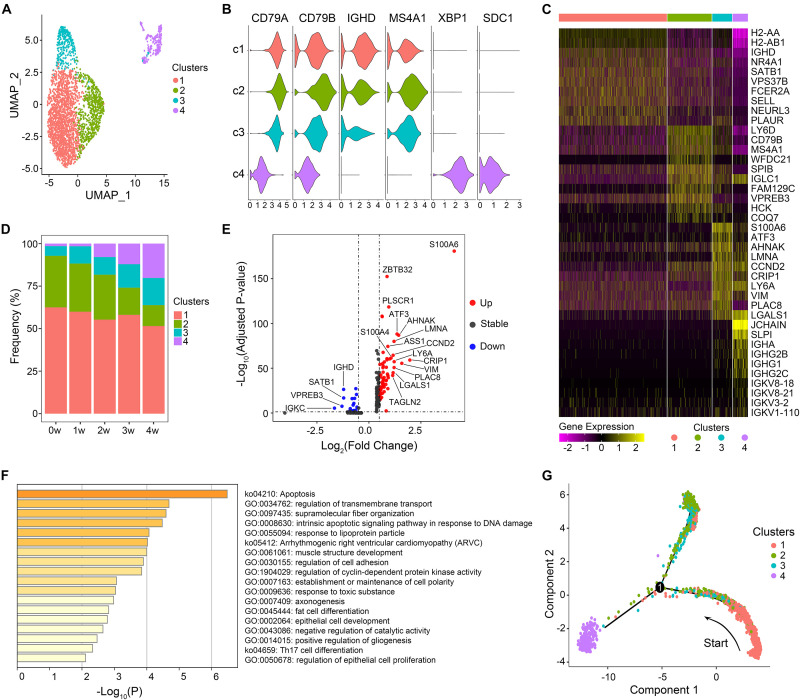
Features of B cell subsets. **(A)** Uniform manifold approximation and projection (UMAP) projection of B cells from all five samples. Each dot corresponds to a single cell, colored according to cell clusters. **(B)** Violin plots show expression distribution of canonical cell markers in B cell subsets. **(C)** The expression of the top 10 marker genes of each cluster. **(D)** Proportion of B cell clusters in each sample. **(E)** Differentially expressed genes of cluster 3 in comparison with all other cells. Genes with a maximum adjusted *p*-value of 0.01 and an absolute value of log_2_(fold change) > 0.5 were considered to be differentially expressed genes. **(F)** Gene enrichment analyses of upregulated differentially expressed genes of cluster 3. **(G)** Trajectory reconstruction of all B cells through pseudotime analysis.

We then explored the gene expression pattern of each B cell subset (Figure 1C) and the relative frequencies of the four clusters among each sample (Figure 1D). Cluster 1 accounted for the largest portion of B cells in each sample. *IGHD* and homing marker *SELL* were present at high levels in cluster 1, suggesting that cluster 1 was retained in a relatively naïve state. Genes related to B cell activation (*CD79B*, *MS4A1*, and *CD24A*) were markedly expressed in cluster 2 (Figure 1C and Supplementary Figure 1A). DEGs preferentially expressed in cluster 2 were mainly enriched in B cell activation and B cell differentiation (Supplementary Figure 1B), indicating that cluster 2 was in a relatively activated state. The proportion of cluster 3 in total B cells presented an increasing trend over time, from 5.7% in the uninfected sample to 16.0% in the 4 w sample. Activating transcription factor-3 (ATF3), a key regulator of inflammatory responses, was significantly upregulated in cluster 3 (Figure 1E). In addition, the high level of *TAGLN2* expression, which was reported to be a potential marker of activated B cells (Kiso et al., 2017), implied that cluster 3 was also activated to some extent. DEGs significantly enriched in cluster 3 were associated with regulation of transmembrane transport, cell adhesion, and Th17 cell differentiation (Figure 1F), indicating the effector functions of cluster 3. Compared with that in the uninfected mice, the percentage of plasma cells rose continuously during the infection process, suggesting a key role for plasma cells in the control of *Pneumocystis* infection and the development of adaptive immunity by inducing specific antibodies.

In order to discover the cell-state transitions, we performed a pseudotime analysis using Monocle 2, an algorithm for the lineage reconstruction of biological processes based on transcriptional similarity (Figure 1G). A trajectory of B cell populations was ordered from a starting point of cluster 1 and bifurcated into two diverse branches, with clusters 2 and 3 in one terminal, while plasma cells were in the other terminal, representing two major cell lineages in the process of B cell differentiation after *Pneumocystis* infection. The cell trajectory analysis supported the above speculation that cluster 1 is in a more primitive stage, which could transit to relatively activated naïve B subsets (clusters 2 and 3) and plasma cells (cluster 4) in response to *Pneumocystis* antigenic stimulation.

### Clonal Expansion and IgH Class Switching of B Cells After *Pneumocystis* Infection

To quantitatively assess the clonal diversity of B cells, the D50 value (Kuo et al., 2019) was calculated. The D50 value of the 0 w sample was 49.9, which was higher than the infected samples (49.8, 48.3, 48.0, and 47.3 for the 1 w, 2 w, 3 w, and 4 w samples, respectively). The D50 value analysis showed that B-cell diversity decreased after *Pneumocystis* infection.

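With a clonotype defined by identical CDR3 nucleotide sequences of both retained chains, the 0 w to 4 w samples held 1174, 524, 915, 508, and 728 clonotypes. D50 was taken as the percentage of clonotypes, from the largest down, that together held 50% of the cells. It was 49.9 (standard error 0.0965) at 0 w, 49.8 (0.192) at 1 w, 47.9 (0.417) at 2 w, 31.1 (1.69) at 3 w, and 30.4 (1.38) at 4 w, with standard errors from 1000 draws that each left out 10% of the cells. The values at 0 w and 1 w differed by less than the standard error at 1 w. The alternative that moved D50 most was the minimum of 3 UMIs per chain, which gave 2.60 at 3 w. Without the largest clonotype of each sample, D50 was 42.2 at 3 w and 43.2 at 4 w, and at 1 w it was 50.10, above the 49.96 at 0 w. From lower D50 values in the infected samples than in the uninfected sample, the paper concludes that B-cell diversity decreased after *Pneumocystis* infection.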

We then evaluated the distribution of clonal expanded B cells. As seen in the UMAP projections, clonal expanded B cells mainly belonged to plasma cells (79.2%), while naïve B cells exhibited little clonality (Figure 2A). The percentage of clonal expanded cells was 4.6% in ATF3^+^ naïve B cells (cluster 3), which is higher than those in the other 2 subclusters of naïve B cells, both 0.4%. 

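Clonal expanded cells, which share a clonotype with at least 1 other cell of the same sample, made up 6 cells at 0 w (0.510%, 95% CI 0.187–1.11%), 4 at 1 w (0.759%, 0.207–1.93%), 62 at 2 w (6.50%, 5.02–8.25%), 204 at 3 w (29.1%, 25.8–32.6%), and 310 at 4 w (30.6%, 27.7–33.5%). These cells belonged to 3, 1, 23, 11, and 24 expanded clonotypes, respectively. The difference between 0 w and 1 w lay within the confidence intervals, and without the largest clonotype no expanded cell was left at 1 w, where a count of 0 allows up to 0.574% of the cells. The largest clonotype held 2, 4, 5, 114, and 187 cells from 0 w to 4 w. At 3 w it used *IGHV1-81*, *IGHD2-4*, and *IGHJ1* with the light chain *IGLV1*/*IGLJ1*, and made up 16.3% of the cells. At 4 w it used *IGHV1-66*, *IGHD3-2*, and *IGHJ2* with *IGKV6-15*/*IGKJ4*, and made up 18.4%. With these left out, expanded cells were 15.3% at 3 w and 14.9% at 4 w. The share at 3 w still counts 63 cells of 1 *IGHV5-17* clonotype, with a median of 2 heavy-chain UMIs. The share at 4 w still counts 39 cells with the same heavy-chain CDR3 as the largest clonotype there, of which 37 also carried the same *IGKV6-15* light chain.

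**Figure D1:**
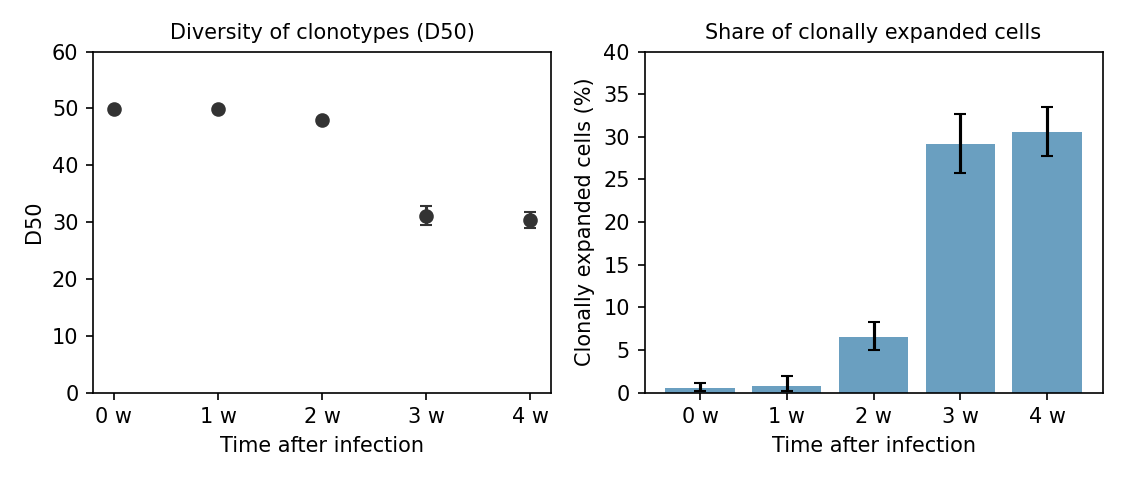
D50 (percentage of clonotypes, points with standard errors) and the percentage of clonal expanded cells (bars with 95% confidence intervals) against weeks after infection, with 1 library per time point. The expanded share is 0.510% and 0.759% at 0 w and 1 w, and 29.1% and 30.6% at 3 w and 4 w.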

According to the bar plot (Figure 2B), the proportion of clonal cells progressively increased from 0.6% (0 w) to 7.5% (4 w) after *Pneumocystis* infection. Among the B cell clusters, 93.1% of naïve B cells owned a unique BCR clonotype, while 36.9% of plasma cells showed clonal expansions (Figure 2C).

**FIGURE 2:**
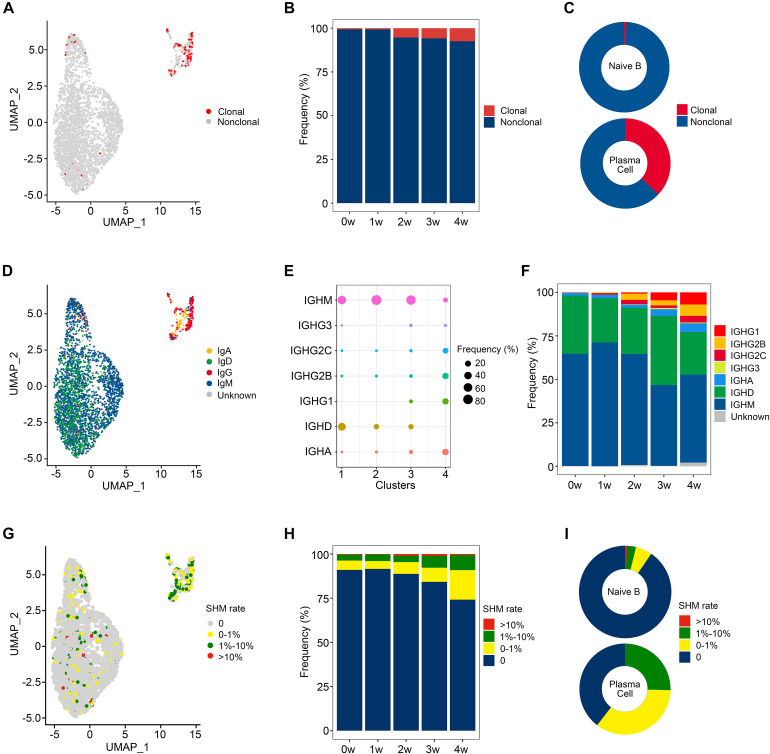
Clonal expansion and immunoglobulin class switching of B cells after *Pneumocystis* infection. **(A)** Uniform manifold approximation and projection (UMAP) plot shows the distribution of clonal expanded B cells. **(B)** The proportion of clonal expanded B cells in each sample. **(C)** The pie plot shows the proportion of clonal expanded B cells in naïve B and plasma cells. **(D)** UMAP plot of B cells colored by immunoglobulin heavy chain expression. **(E)** The proportion of each immunoglobulin isotype in B cell subsets. **(F)** The proportion of different immunoglobulin isotype in each sample. **(G)** UMAP plot of B cells colored by somatic hypermutation (SHM) rate. **(H)** The proportion of B cells with SHM in each sample. **(I)** The pie plot shows the proportion of B cells with SHM in naïve B and plasma cells.

IgH class switching occurs after responding to antigens and confers distinct functional characteristics to B cells (Stavnezer and Schrader, 2014). The delineation of isotypes is therefore essential for the comprehensive analysis of the BCR repertoire. To further investigate the dynamic changes of IgH class switching after *Pneumocystis* infection, we evaluated the distribution of IgA, IgD, IgG, and IgM, as IgE was not detected (Figure 2D). 

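The isotype of a cell was taken from the C gene of its retained heavy chain. *IGHE* (chromosome 12, 113269260–113273248, minus strand, GRCm38) was the C gene of 0 cells in every sample, and a count of 0 allows up to 0.255% of the cells at 0 w, 0.569% at 1 w, 0.314% at 2 w, 0.428% at 3 w, and 0.296% at 4 w. Among all contigs, 3 carried *IGHE*, each with 1 UMI and none productive. No C gene was called in 2, 0, 7, 1, and 17 cells from 0 w to 4 w, and these cells stayed in the denominators.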

A total of 64.7% of naïve B cells expressed the IgM isotype, followed by IgD (32.2%), IgG (1.6%), and IgA (0.7%). Plasma cells preferentially expressed the IgG isotype (64.9%), and IgA made up a relatively small proportion (25.4%; Figure 2E). IgM remained the predominant immunoglobulin, whereas the abundance of IgG apparently increased with the disease progression (Figure 2F). 

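IgM was found in 65.3%, 72.3%, 63.6%, 46.5%, and 38.8% (95% CI 35.7–41.8%) of the cells from 0 w to 4 w. The frequency of IgG was 0.340% (0.0927–0.868%), 1.14%, 7.97%, 6.70%, and 36.5% (33.5–39.5%). IgD was found in 32.5%, 24.9%, 26.1%, 28.2%, and 19.2% of the cells, and IgA in 1.70%, 1.71%, 1.57%, 18.4%, and 3.85%. *IGHG1* was the C gene of 288 cells at 4 w (28.4%), followed by *IGHG2B* (5.03%) and *IGHG2C* (2.76%). At 2 w the largest IgG subclasses were *IGHG2B* (36 cells) and *IGHG2C* (29 cells). With at least 3 UMIs required per chain, IgG (49.9%) exceeded IgM (33.3%) at 4 w, and IgA at 3 w was 45.8%. At 1 w, the share of IgG under this requirement (0.787%) was below that at 0 w (1.33%). Counted over clonotypes, IgG at 4 w was 13.5% and IgM 52.6%, and IgA at 3 w was 2.95%.

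**Figure D2:**
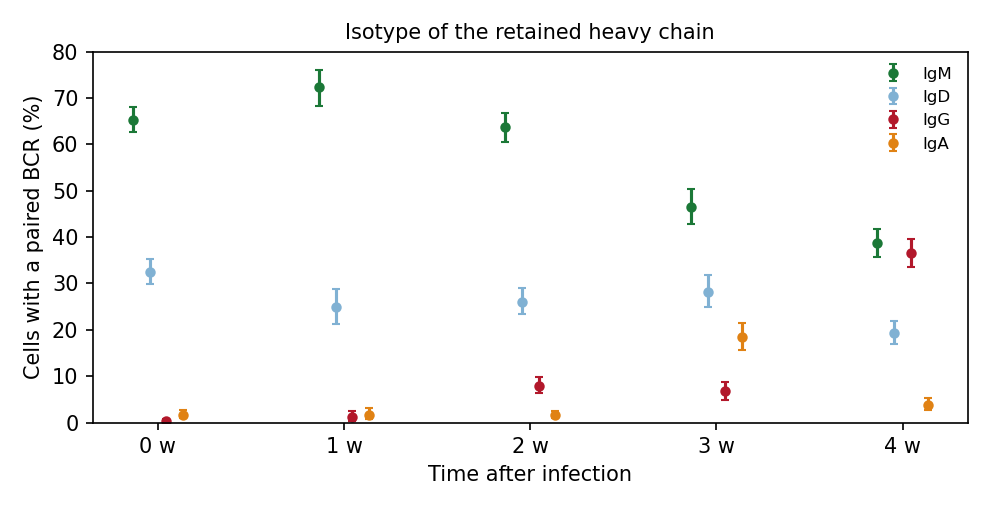
Percentage of cells with a paired BCR that carry IgM, IgD, IgG, or IgA (points with 95% confidence intervals) at each time point, with 1 library per time point. IgM is at 38.8% and IgG at 36.5% at 4 w.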

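Cells with IgA or IgG numbered 24, 15, 91, 176, and 409 from 0 w to 4 w, against 1151, 512, 856, 524, and 588 cells with IgD or IgM. The resulting ratios were 0.0209 (95% CI 0.0133–0.0312) at 0 w, 0.0293 (0.0163–0.0488) at 1 w, 0.106 (0.0847–0.132) at 2 w, 0.336 (0.282–0.399) at 3 w, and 0.696 (0.612–0.790) at 4 w. The increase at 1 w was not detectable at this depth, and with at least 3 UMIs per chain the ratio at 1 w (0.0583) was below that at 0 w (0.0712). Counting each clonotype once gave 0.0758 at 2 w, 0.114 at 3 w, and 0.230 at 4 w.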

Compared to the uninfected state, the ratio of (IgA + IgG) to (IgD + IgM) increased after infection, suggesting that *Pneumocystis* induced an intensive antibody response.

SHM in the immunoglobulin variable gene allows for the generation of high-affinity antibodies (Wrammert et al., 2008). We assessed the SHM of VH portion in every unique sequence. The mutation rate was divided into four groups (0, 0–1%, 1–10%, and > 10%), which are shown in the UMAP plot (Figure 2G). Less than 10% of B cells exhibited SHM in sample 0 w and sample 1 w, while an increasing proportion of cells experienced SHM in the 2 w, 3 w, and 4 w samples (11.2%, 15.7%, and 25.8%, respectively, Figure 2H). A total of 90.5% of naïve B cells were unmutated, while 60.4% of plasma cells experienced SHM (Figure 2I).

### CDR3 Length and Specific Rearrangements of V(D)J Genes After *Pneumocystis* Infection

We then calculated the CDR3 length of the BCR heavy chain, since the length of the CDR3 region affects the three-dimensional structure of the CDR3 ring, thus influencing antigen-binding specificity. 

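In the whole of the retained cells, the shortest heavy-chain CDR3 had 6 amino acids and the longest had 25, counted with both anchor residues. Means over cells were 13.9 (SD 2.64), 13.9 (2.65), 14.1 (2.74), 13.9 (2.26), and 13.6 (2.51) amino acids from 0 w to 4 w, with medians of 14 in every sample except 4 w, where the median was 13. Leaving out the 2 anchor residues, the alternative with the largest effect, gave means between 11.6 (4 w) and 12.1 (2 w). The mean at 4 w was 14.0 with each clonotype counted once.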

The length of CDR3 in total B cells ranged from 6 to 25 amino acids (aa), with an average of 14 aa for each sample (Figure 3A). There was no significant difference in the CDR3 length between naïve B and plasma cells, and their average CDR3 aa lengths were both 14 aa. For naïve B cells, the length of CDR3 varied from 6 to 25 aa, and for plasma cells, the CDR3 length varied from 7 to 25 aa (Figure 3B).

**FIGURE 3:**
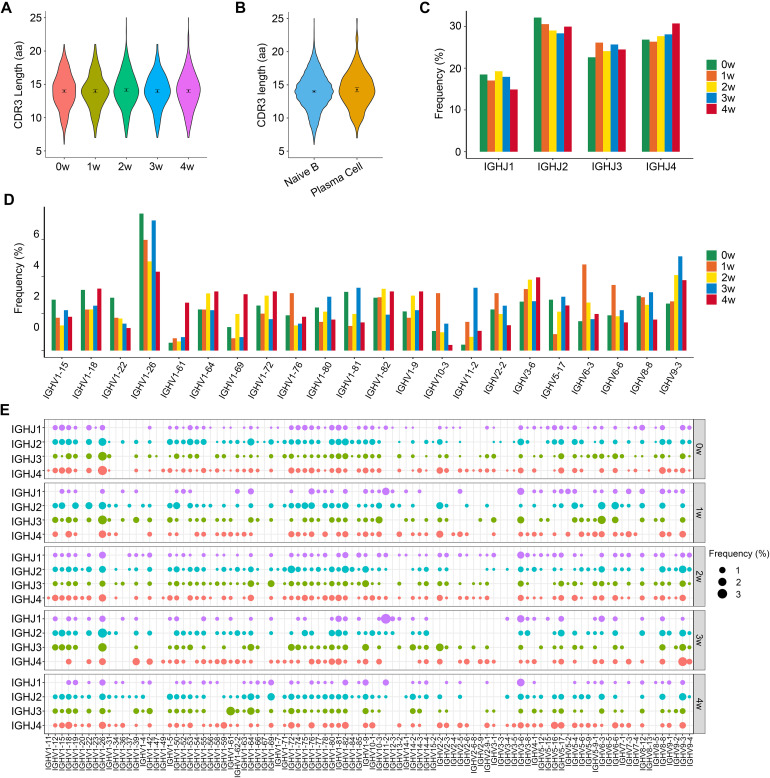
The distribution of immunoglobin heavy chains (IGH) CDR3 length and selective usage of V and J genes. **(A)** Violin plots show the distribution of IGH CDR3 amino acid length in each sample. **(B)** Distribution of IGH CDR3 amino acid length in naïve B and plasma cells. **(C)** Selective usage of J gene segments in each sample. **(D)** Usage of some V gene segments in each sample. **(E)** Bubble chart shows the usage frequency of V–J gene combination in each sample.

To study biased V(D)J rearrangements of the BCR heavy chain, we determined differences in the usage frequency of the V, D, and J gene segments across all five samples. 

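Usage was computed over the 4373 cells with a paired BCR, of which 3999 (91.4%) had an IGHD gene call. Over all samples the retained heavy chains used 96 IGHV, 13 IGHD, and 4 IGHJ genes. The combinations of these genes depended most on the UMI minimum: with at least 3 UMIs per chain, 727 IGHV-IGHD-IGHJ combinations were left.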

According to the sequencing results, a total of 96 IGHV gene segments, 13 IGHD gene segments, and 4 IGHJ gene segments were identified in the whole B cells.

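*IGHJ2* was used by 33.3%, 30.4%, 28.5%, 21.5%, and 45.5% (95% CI 42.4–48.6%) of the cells from 0 w to 4 w. The usage of *IGHJ4* was 27.0%, 26.8%, 28.6%, 21.4%, and 22.5%. At 2 w, *IGHJ4* (273 cells) and *IGHJ2* (272 cells) differed by less than the counting error. At 3 w, *IGHJ1* was the most frequent at 29.4% (26.0–32.9%), ahead of *IGHJ3* by less than the counting error. *IGHJ3* was used by 22.2%, 25.8%, 23.6%, 27.7%, and 19.7% of the cells. The ranking changed when each clonotype was counted once: *IGHJ2* was then the most frequent in all 5 samples (33.3%, 30.5%, 28.9%, 29.5%, and 31.2%), by less than the counting error over *IGHJ4* at 1 w to 4 w, and *IGHJ4* was at 30.1% at 4 w.

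**Figure D3:**
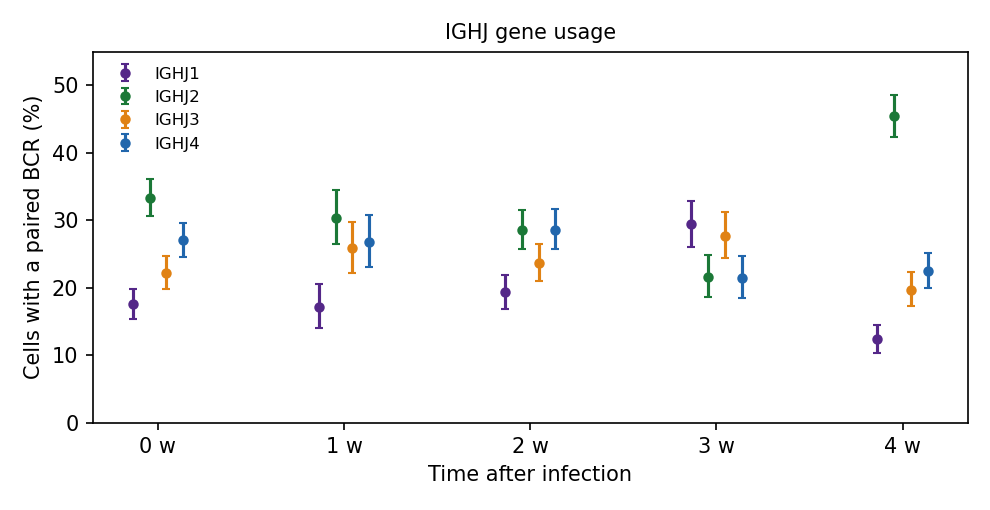
Percentage of cells with a paired BCR that use each IGHJ gene at each time point, with 95% confidence intervals and 1 library per time point. *IGHJ2* ranges from 21.5% at 3 w to 45.5% at 4 w.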

We generated a distribution histogram of IGHJ genes usage frequency for total B cells and discovered that *IGHJ2* was most frequently used in the first four samples, while the usage of *IGHJ4* gradually increased from sample 1 w to sample 4 w, and became the most frequently used IGHJ gene segment in the 4 w sample. 

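The frequency of *IGHJ1* (chromosome 12, 113429781–113429833, minus strand) was 17.5% at 0 w, 17.1% at 1 w, 19.3% at 2 w, and 12.3% at 4 w, the lowest of the 4 IGHJ genes in each of these samples. At 3 w, 114 of the 206 cells with *IGHJ1* also used *IGHV1-81*. Over clonotypes, *IGHJ1* was lowest in every sample, with 16.7% at 3 w and 16.1% at 4 w.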

*IGHJ1* shared the lowest utilization (Figure 3C).

The selective usage of IGHV genes was analyzed (Figure 3D and Supplementary Figures 2A,B). 

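Genes of the *IGHV1* family were carried by 59.7%, 52.2%, 59.6%, 58.8%, and 68.8% of the cells from 0 w to 4 w. *IGHV1-26* (chromosome 12, 114788372–114788805, minus strand) was used by 7.48% (95% CI 6.04–9.13%), 5.12%, 5.45%, 5.42%, and 2.76% (1.84–3.97%). It ranked highest among IGHV genes at 0 w, 1 w, and 2 w, and in each infected sample it had the largest fall against 0 w. At 3 w, *IGHV1-81* (18.0%, in 14 clonotypes) and *IGHV5-17* (10.8%) were more frequent than *IGHV1-26*. At 4 w, *IGHV1-66* (23.2%, in 11 clonotypes) ranked highest, with *IGHV9-3* in the next place. The *IGHV1-26* shares at 1 w to 4 w all lay below the interval at 0 w, and at 4 w the 2 intervals did not overlap. The usage of *IGHV1-26* moved most at 3 w, to 2.63% with at least 3 UMIs per chain and to 7.48% with each clonotype counted once, where it ranked highest at 0 w to 3 w and below *IGHV9-3* at 4 w.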

For total B cells, we detected an over-representation of the *IGHV1* family, especially *IGHV1-26*, which occupied the most frequent IGHV gene segment in each sample, with frequencies of 7.4%, 6.0%, 4.8%, 7.1%, and 4.3% for the 0 w, 1 w, 2 w, 3 w, and 4 w samples, respectively. It is remarkable that *IGHV9-3* was gradually enriched following the infectious process and peaked at 3 w post-infection (5.1%). In addition, we observed the over-representation of *IGHV6-3* in the 1 w sample (4.6%) and *IGHV 1-61* in the 4 w sample (2.6%).

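The share of *IGHV9-3* (chromosome 12, 114140692–114141122, minus strand) was 2.97% (95% CI 2.08–4.11%) at 0 w, 2.66% at 1 w, 4.19% (3.01–5.67%) at 2 w, 3.57% (2.32–5.22%) at 3 w, and 3.06% (2.09–4.31%) at 4 w. The share at 2 w lay just above the interval at 0 w, and those at 1 w, 3 w, and 4 w lay within it. The intervals of the infected samples overlap with that at 0 w, so an enrichment was not detectable at this depth. The largest rise of an IGHV gene at 2 w was that of *IGHV9-3*. Over clonotypes, the shares were 2.98%, 2.67%, 3.83%, 3.94%, and 4.26%. An alternative chosen after the data were seen left out heavy chains carried by at least 30 barcodes of a sample. It gave 4.77% (3.11–6.96%) at 3 w and 4.01% (2.74–5.64%) at 4 w, and both intervals still overlap with that at 0 w. With at least 3 UMIs per chain the share at 0 w was 4.32%, below that at 2 w (5.93%) and above those at 1 w (2.36%), 3 w (3.68%), and 4 w (3.05%).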

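*IGHV6-3* (chromosome 12, 114391712–114392169, minus strand) was used by 24 cells at 1 w (4.55%, 95% CI 2.94–6.70%), each of a different clonotype, against 1.53% (0.909–2.41%) at 0 w, 2.52% at 2 w, 1.14% at 3 w, and 1.38% at 4 w. *IGHV1-61* (chromosome 12, 115359140–115359572, minus strand) was used by 27 cells at 4 w (2.66%, 1.76–3.85%), against 0.340% to 0.759% in the other samples. These 27 cells formed 4 clonotypes, and with each clonotype counted once the share at 4 w was 0.549%.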

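Over all samples, the retained heavy chains formed 340 combinations of an IGHV and an IGHJ gene. In the 0 w sample, *IGHV1-26*/*IGHJ2* and *IGHV1-26*/*IGHJ4* had 28 cells each (2.38%, 95% CI 1.59–3.42%).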

A total of 332 unique V–J combinations were identified in the whole B cells (Figure 3E). The top paired V–J frequency in the uninfected sample was *IGHV1-26*/*IGHJ4* (2.6%), while those in the 1 w, 2 w, 3 w, and 4 w samples were *IGHV1-26*/*IGHJ3* (2.4%), *IGHV1-72*/*IGHJ2* (1.6%), *IGHV11-2*/*IGHJ1* (3.1%), and *IGHV1-61*/*IGHJ3* (2.3%), respectively. 

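*IGHV1-26*/*IGHJ3* was the most frequent pair at 1 w, with 11 cells (2.09%, 95% CI 1.05–3.70%). At 2 w, *IGHV9-3*/*IGHJ2* had 16 cells (1.68%) and *IGHV1-72*/*IGHJ2* had 13 (1.36%, 0.728–2.32%). At 3 w, *IGHV1-81*/*IGHJ1* (16.3%) and *IGHV5-17*/*IGHJ3* (9.13%) were the most frequent pairs, while *IGHV11-2*/*IGHJ1* had 14 cells (2.00%, 1.10–3.33%) in 7 clonotypes, as many cells as *IGHV1-26*/*IGHJ2*. At 4 w, *IGHV1-66*/*IGHJ2* had 230 cells (22.7%), followed by *IGHV1-61*/*IGHJ3* with 25 cells (2.47%, 1.60–3.62%). Those 25 cells came from 2 clonotypes, and with each clonotype counted once *IGHV1-61*/*IGHJ3* was at 0.275%. Counted this way, the most frequent pairs were *IGHV1-26*/*IGHJ2* at 3 w (2.76%) and *IGHV1-64*/*IGHJ3* with *IGHV9-3*/*IGHJ2* at 4 w (1.51% each).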

A total of 1,386 IGHV-IGHD-IGHJ rearrangements were found in all B cells. 

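A total of 1544 IGHV-IGHD-IGHJ combinations were found over the 3999 cells with an IGHD gene call. Counting the absence of a call as a value of its own gave 1720.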

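*IGHV1-26*/*IGHD1-1*/*IGHJ2* was used by 9 of 1059 cells at 0 w (0.850%, 95% CI 0.389–1.61%). *IGHV1-76*/*IGHD1-1*/*IGHJ2* and *IGHV11-2*/*IGHD2-6*/*IGHJ1* were each used by 5 of 474 cells at 1 w (1.05%, 0.343–2.44%). At 2 w, *IGHV1-26*/*IGHD1-1*/*IGHJ1* was used by 10 of 867 cells (1.15%), and *IGHV3-6*/*IGHD1-1*/*IGHJ1* by 8 (0.923%, 0.399–1.81%). At 3 w, *IGHV1-81*/*IGHD2-4*/*IGHJ1* was used by 113 of 649 cells (17.4%), and *IGHV11-2*/*IGHD2-6*/*IGHJ1* by 11 (1.69%). At 4 w, *IGHV1-66*/*IGHD3-2*/*IGHJ2* was used by 229 of 950 cells (24.1%), and *IGHV1-61*/*IGHD1-1*/*IGHJ3* by 25 (2.63%, 1.71–3.86%). With each clonotype counted once, the most frequent rearrangement was *IGHV1-26*/*IGHD1-1*/*IGHJ2* at 3 w (1.32%) and *IGHV9-3*/*IGHD1-1*/*IGHJ2* at 4 w (1.04%).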

The most preferred rearrangements in the 0 w, 1 w, 2 w, 3 w, and 4 w samples were *IGHV1-26*/*IGHD1-1*/*IGHJ2* (0.7%), *IGHV1-76*/*IGHD1-1*/*IGHJ2* (1.0%), *IGHV3-6*/*IGHD1-1*/*IGHJ1* (1.1%), *IGHV11-2*/*IGHD2-6*/*IGHJ1* (2.7%), and *IGHV1-61*/*IGHD1-1*/*IGHJ3* (2.5%), respectively.

We also compared the CDR3 length and the usage of V and J genes in BCR light chains among each sample. 

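The retained light chain was kappa in 3964 cells and lambda in 409, an IGK/IGL ratio of 9.69 (95% CI 8.75–10.8). Per sample the ratio was 11.7, 9.98, 14.9, 3.52, and 18.1 from 0 w to 4 w. Over clonotypes, the ratio over all samples was 12.1 and that at 3 w was 11.1. With at least 3 UMIs per chain, the 3 w ratio was 1.29.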

Light chain analysis demonstrated preferential IGK use with an IGK/IGL ratio of 12.2:1. 

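Light-chain CDR3 lengths ranged from 8 to 15 amino acids. The means over cells were 11.0 (SD 0.527), 11.0 (0.604), 11.0 (0.476), 11.2 (0.544), and 11.1 (0.525) amino acids from 0 w to 4 w. Without the anchor residues the mean at 0 w was 9.01.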

The average CDR3 lengths of BCR light chains were 11 aa in all five samples (Figure 4A). 

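The light chains used 94 V genes, 7 J genes, and 315 V–J combinations. *IGKJ1* was the most frequent light-chain J gene at 0 w (29.5%) and 2 w (30.5%), *IGKJ2* at 1 w (29.0%) and 3 w (33.7%), and *IGKJ2* and *IGKJ4* had 275 cells each at 4 w (27.1%). At 0 w the other J genes were *IGKJ2* (28.5%), *IGKJ5* (21.5%), *IGKJ4* (12.6%), *IGLJ1* (4.76%), *IGLJ2* (2.80%), and *IGLJ3* (0.340%). The most frequent V gene was *IGKV10-96* at 0 w (5.27%) and 2 w (5.03%), *IGLV1* at 1 w (6.26%) and 3 w (20.3%), and *IGKV6-15* at 4 w (20.6%). The largest rises against 0 w were those of *IGKV1-117* at 1 w (from 3.738% to 5.503%), *IGKV1-135* at 2 w (from 3.31% to 4.93%), *IGLV1* at 3 w, and *IGKV6-15* at 4 w. The largest falls of a light-chain V gene were from 2.38% to 0.949% at 1 w (*IGKV17-121*), from 1.70% to 0.524% at 2 w, from 4.08% to 2.28% at 3 w, and from 5.27% to 2.47% at 4 w (*IGKV10-96*). Counting each clonotype once left *IGLV1* at 5.71% at 3 w and *IGKV6-15* at 3.02% at 4 w.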

The usage pattern of J gene segments was displayed (Figure 4B), and shuffling of the V gene usage preference and V–J combinations in light chains was observed (Figures 4C,D and Supplementary Figures 3A,B).

**FIGURE 4:**
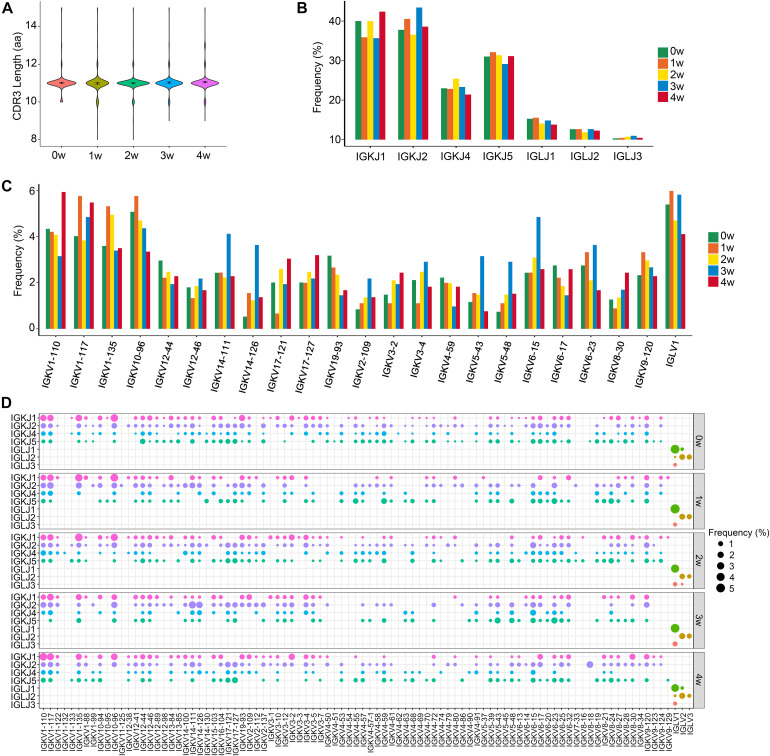
The distribution of immunoglobin light chains kappa (IGK)/immunoglobin light chains lambda (IGL) CDR3 length and selective usage of V and J genes. **(A)** Distribution of IGK/IGL CDR3 amino acid length in total B cells. **(B)** Selective usage of J gene segments in total B cells. **(C)** Selective usage of some IGK/L V gene segments in each sample. **(D)** Bubble chart shows the usage frequency of V–J gene combination in each sample.

In order to explore *Pneumocystis-*specific BCRs, we performed lineage analysis on all B cells. Two sequences were clustered into a lineage if they shared the same V(D)J combination and their CDR3 region differed by no more than one amino acid. The lineage structures of each sample are shown in Supplementary Figures 4–8. Lineages which contained only one cell remained dominant in all five samples and few sequences from different samples could be clustered into the same lineage. 

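Grouping the cells of all samples by identical V, D, and J genes of the heavy chain, identical V and J genes of the light chain, and at most 1 differing amino acid in each CDR3 gave 3824 lineages, of which 3758 contained a single cell. Lineages with a single cell in the sample were 99.7%, 99.8%, 97.5%, 97.8%, and 96.4% of those present from 0 w to 4 w. The largest lineage held 2, 4, 5, 113, and 187 cells, respectively. Cells from different samples were joined in 8 lineages, with 35 cells in all, and 5 such lineages were found when the CDR3 sequences had to be identical. With at least 3 UMIs per chain, 88.2% of the lineages at 3 w had a single cell.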

A total of 11.3% of plasma cells in the 4 w sample were grouped together into a lineage, with a SHM rate of 0–1.4%. These IgG1-expressing B cells shared the IGH-IGK pair of *IGHV1-61*/*IGHD1-1*/*IGHJ3*–*IGKV8-18*/*IGKJ2*. 

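In the 4 w sample, 25 cells carried this pair, which is 2.47% (95% CI 1.60–3.62%) of its cells and 6.11% of its 409 cells with IgA or IgG. The 409 cells were selected by isotype and are not the plasma cells of the paper, so this share cannot be set against the paper's. They include 187 cells of the largest *IGHV1-66* clonotype and 39 more with its heavy-chain CDR3. The C gene of the 25 cells was *IGHG1* in 24 cells and *IGHG2B* in 1 cell. No cell of the other samples carried the pair with these CDR3 sequences. The genes lie at 115359140–115359572 (*IGHV1-61*), 113482170–113482192 (*IGHD1-1*), and 113429085–113429132 (*IGHJ3*) on the minus strand of chromosome 12, and at 70355852–70356445 (*IGKV8-18*) and 70722916–70722958 (*IGKJ2*) on the plus strand of chromosome 6.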

The protein sequences of the CDR3 region in the heavy chain and light chain were ARNGYYGSSRFAYW and CQHNHGS(T)FLPYTF, respectively.

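The heavy-chain CDR3, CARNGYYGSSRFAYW with its first anchor residue, had 45 nucleotides. The light-chain CDR3 was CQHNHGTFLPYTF in 17 cells, all with *IGHG1*, and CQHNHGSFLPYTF in 8 cells, of which 7 had *IGHG1*. The median heavy-chain UMI numbers of the 2 groups were 22 and 312, and their median light-chain UMI numbers were 198 and 2897.5. Each group had 1 CDR3 nucleotide sequence per chain, and the chains outside the CDR3 were not compared. With positions counted from 1 at the first base of the CDR3, the group of 17 cells differed from the germline segments of GRCm38 by T24C in the part of the heavy chain that matches *IGHD1-1* and by G20C in the part of the light chain that matches *IGKV8-18*. The group of 8 cells had no difference in these parts.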

## Discussion

PJP is a fatal disease in the non-HIV infected immunosuppressed population. Host immune response against *Pneumocystis* infection not only plays an antifungal role, but it also leads to simultaneous pathogenic injury of the tissue, which determines the disease severity, progression, and outcome. B cells represent a major component of the humoral immune system. In this study, we explored the B cell transcriptome profiles and BCR repertoires in mouse lungs before and after *Pneumocystis* infection to investigate the immune mechanisms underlying the responsiveness to the pathogen. Our integrated single-cell transcriptomic and BCR sequencing analysis resulted in several insights into the immunobiology of PJP.

In our study, *Pneumocystis* infection caused the elevated proportion of a subcluster of naïve B cells, with the high expression of the *ATF3* gene. ATF3 is a fundamental transcription factor in the endoplasmic reticulum-oxidative stress pathway, and it has a significant function in the cellular adaptive-response network. In mouse models, ATF3 could be superinduced by reactive oxygen species and protect against endotoxic shock by inhibiting innate cytokines (Hoetzenecker et al., 2011). In addition, ATF3 facilitates the pathogen clearance in *S. pneumoniae* infection by promoting IL-17A production in γδ T cells (Lee et al., 2018), and it inhibits the secretion of inflammatory cytokines induced by *Mycoplasma pneumonia in vitro* and *in vivo* (Wang et al., 2017). As evidenced by our analysis, the ATF3^+^ B cells highly expressed genes associated with regulation of transmembrane transport, cell adhesion, and Th17 cell differentiation. The immunologic function of ATF3 in PJP remains in need of further exploration.

B cell responses to antigens are characterized by the activation of reactive B cell clones. Based on our results, the percentage of clonal expanded B cells continuously increased after *Pneumocystis* infection, while the BCR diversity exhibited a downward tendency. The BCR is an essential functional receptor, allowing B cells to specifically recognize antigens. Once the antigen is recognized, B cells proliferate and undergo affinity maturation by accumulation of somatic mutations (Roy et al., 2017). The clonal expansion of B cells was caused by chronic stimulation of foreign antigens, and the reduction of BCR diversity reflected the selection of B cells that were adapted to recognize *Pneumocystis*-specific antigens. Over 60% of plasma cells exhibited SHM, suggesting enhanced BCR affinity and specificity.

As the most variable region of the BCR sequence, the CDR3 region directly determines the specificity of antigen binding to the BCR (Bashford-Rogers et al., 2018). The length of CDR3 was reported to be associated with antibody polyreactivity and autoimmunity (Meffre et al., 2001). The average CDR3 length in patients with systemic lupus erythematosus or systemic sclerosis was significantly shorter than that in the healthy controls (Odendahl et al., 2000; Shi et al., 2020), and B cell clones from patients with rheumatoid arthritis were enriched for longer heavy chain CDR3 sequences (Doorenspleet et al., 2014). Moreover, longer CDR3 length was demonstrated to be preferentially selected during persistent infection (Breden et al., 2011). In this study, we measured the CDR3 aa lengths of BCR heavy chains and their distribution among each sample. The average CDR3 aa lengths in the five samples were all 14 aa. Although a higher percentage of cells with CDR3 aa lengths longer than 20 aa was detected in plasma cells, there was no significant difference in the CDR3 aa lengths between naïve B and plasma cells.

The differential use of IGHV genes contributes to the diversity of the BCR repertoire. Compared with the uninfected control sample, significant changes in IGHV gene segment usage were observed in samples with *Pneumocystis* infection. In addition to *IGHV1-26*, which remained the most frequently used IGHV gene segment in each sample, the usage frequency of *IGHV9-3* elevated after *Pneumocystis* infection, and it became the second most frequently used IGHV gene segment in the 2 and 3 w samples. In terms of the previous research of our group, the fungal burden of *Pneumocystis* peaked 3 weeks post-infection and then gradually cleared (Li et al., 2018; Rong et al., 2019b; Zhang C. et al., 2020). The increased usage of *IGHV9-3* might provide a direction for further study of finding prognostic or diagnostic biomarkers for *Pneumocystis* pneumonia.

The single-cell resolution data acquired from scRNA-seq and single-cell BCR V(D)J sequencing enabled us to carry out lineage analysis based on the similarity of protein sequences in CDR3 regions. Due to the relative shallow sampling of immune cells from each mouse, most of the BCR lineages did not show any enrichment, and contained only a single cell. A lineage of plasma cells expressed the protein sequence of ARNGYYGSSRFAYW and CQHNHGS(T)FLPYTF in the heavy chain and light chain CDR3 region, constituting 11.3% of plasma cells in the 4 w sample. However, no naïve B cells in the 4 w sample expressed this sequence and no BCRs from other samples could be clustered into the same lineage. It remains to be confirmed that whether this CDR3 sequence was induced by antigen stimulation, and its affinity with *Pneumocystis*-specific antigens needs to be detected.

Taken together, our work integrated the transcriptomic data and single-cell paired BCR profiles, revealing the dynamic change of the BCR repertoire during *Pneumocystis* infection. This study identified the alterations in B cell subtypes and BCR clonal expansion, laying the foundation for further understanding of host immune mechanisms against *Pneumocystis* infection. It is likely to provide novel insight into finding diagnostic biomarkers and developing effective immunotherapies for PJP.

## Data Availability Statement

The datasets presented in this study can be found in onlinerepositories. The names of the repository/repositoriesand accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/ and GSE157627; https://www.ncbi.nlm.nih.gov/, GSE162533.

## Ethics Statement

The animal study was reviewed and approved by the Capital Medical University Animal Care and Use Committee.

## Author Contributions

Z-HT and KZ: conception and design. HS and H-QY: collection and assembly of data. HS: data analysis and interpretation. All authors: manuscript writing, final approval of manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ATF3: activating transcription factor-3
BCR: B cell receptor
CDR3: complementarity-determining region 3
DEGs: differentially expressed genes
HIV: human immunodeficiency virus
IGH: immunoglobulin heavy chains
IGK: immunoglobulin light chains kappa
IGL: immunoglobulin light chains lambda
PJP: *Pneumocystis jirovecii* pneumonia
SHM: somatic hypermutation
scRNA-seq: single-cell RNA sequencing
UMAP: uniform manifold approximation and projection.

## References

[B1] Bashford-RogersR. J. M.SmithK. G. C.ThomasD. C. (2018). Antibody repertoire analysis in polygenic autoimmune diseases. *Immunology* 155 3–17. 10.1111/imm.12927 29574826PMC6099162

[B2] BienvenuA. L.TraoreK.PlekhanovaI.BouchrikM.BossardC.PicotS. (2016). Pneumocystis pneumonia suspected cases in 604 non-HIV and HIV patients. *Int. J. Infect Dis.* 46 11–17. 10.1016/j.ijid.2016.03.018 27021532

[B3] BredenF.LepikC.LongoN. S.MonteroM.LipskyP. E.ScottJ. K. (2011). Comparison of antibody repertoires produced by HIV-1 infection, other chronic and acute infections, and systemic autoimmune disease. *PLoS One* 6:e16857. 10.1371/journal.pone.0016857 21479208PMC3068138

[B4] ButlerA.HoffmanP.SmibertP.PapalexiE.SatijaR. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat. Biotechnol.* 36 411–420. 10.1038/nbt.4096 29608179PMC6700744

[B5] DoorenspleetM. E.KlarenbeekP. L.de HairM. J.van SchaikB. D.EsveldtR. E.van KampenA. H. (2014). Rheumatoid arthritis synovial tissue harbours dominant B-cell and plasma-cell clones associated with autoreactivity. *Ann. Rheum. Dis.* 73 756–762. 10.1136/annrheumdis-2012-202861 23606709

[B6] GoldsteinL. D.ChenY. J.WuJ.ChaudhuriS.HsiaoY. C.SchneiderK. (2019). Massively parallel single-cell B-cell receptor sequencing enables rapid discovery of diverse antigen-reactive antibodies. *Commun. Biol.* 2:304. 10.1038/s42003-019-0551-y 31428692PMC6689056

[B7] GuoF.ChenY.YangS. L.XiaH.LiX. W.TongZ. H. (2014). Pneumocystis pneumonia in HIV-infected and immunocompromised non-HIV infected patients: a retrospective study of two centers in China. *PLoS One* 9:e101943. 10.1371/journal.pone.0101943 25029342PMC4100803

[B8] HoetzeneckerW.EchtenacherB.GuenovaE.HoetzeneckerK.WoelbingF.BruckJ. (2011). ROS-induced ATF3 causes susceptibility to secondary infections during sepsis-associated immunosuppression. *Nat. Med.* 18 128–134. 10.1038/nm.2557 22179317PMC3555699

[B9] HuY.WangD.ZhaiK.TongZ. (2017). Transcriptomic analysis reveals significant B lymphocyte suppression in corticosteroid-treated hosts with pneumocystis pneumonia. *Am. J. Respir. Cell Mol. Biol.* 56 322–331. 10.1165/rcmb.2015-0356OC 27788015

[B10] JiangN.HeJ.WeinsteinJ. A.PenlandL.SasakiS.HeX. S. (2013). Lineage structure of the human antibody repertoire in response to influenza vaccination. *Sci. Transl. Med.* 5:171ra119. 10.1126/scitranslmed.3004794 23390249PMC3699344

[B11] KisoK.YoshifujiH.OkuT.HikidaM.KitagoriK.HirayamaY. (2017). Transgelin-2 is upregulated on activated B-cells and expressed in hyperplastic follicles in lupus erythematosus patients. *PLoS One* 12:e0184738. 10.1371/journal.pone.0184738 28910360PMC5599031

[B12] KollsJ. K. (2017). An emerging role of B cell immunity in susceptibility to pneumocystis pneumonia. *Am. J. Respir. Cell Mol. Biol.* 56 279–280. 10.1165/rcmb.2016-0360ED 28248133PMC5359542

[B13] KuoH. C.PanC. T.HuangY. H.HuangF. C.LinY. S.LiS. C. (2019). Global investigation of immune repertoire suggests kawasaki disease has infectious cause. *Circ. J.* 83 2070–2078. 10.1253/circj.CJ-19-0206 31378745

[B14] Kuri-CervantesL.PampenaM. B.MengW.RosenfeldA. M.IttnerC. A. G.WeismanA. R. (2020). Comprehensive mapping of immune perturbations associated with severe COVID-19. *Sci. Immunol.* 5:eabd7114. 10.1126/sciimmunol.abd7114 32669287PMC7402634

[B15] LeeS.KimG. L.KimN. Y.KimS. J.GhoshP.RheeD. K. (2018). ATF3 stimulates IL-17A by regulating intracellular Ca(2+)/ROS-dependent IL-1beta activation during streptococcus pneumoniae infection. *Front. Immunol.* 9:1954. 10.3389/fimmu.2018.01954 30214444PMC6125349

[B16] LiT.RongH. M.ZhangC.ZhaiK.TongZ. H. (2018). IL-9 deficiency promotes pulmonary Th17 response in murine model of pneumocystis infection. *Front. Immunol.* 9:1118. 10.3389/fimmu.2018.01118 29887863PMC5980981

[B17] MeffreE.MililiM.Blanco-BetancourtC.AntunesH.NussenzweigM. C.SchiffC. (2001). Immunoglobulin heavy chain expression shapes the B cell receptor repertoire in human B cell development. *J. Clin. Invest.* 108 879–886. 10.1172/JCI13051 11560957PMC200933

[B18] OdendahlM.JacobiA.HansenA.FeistE.HiepeF.BurmesterG. R. (2000). Disturbed peripheral B lymphocyte homeostasis in systemic lupus erythematosus. *J. Immunol.* 165 5970–5979. 10.4049/jimmunol.165.10.5970 11067960

[B19] OpataM. M.HollifieldM. L.LundF. E.RandallT. D.DunnR.GarvyB. A. (2015). B lymphocytes are required during the early priming of CD4+ T cells for clearance of pneumocystis infection in mice. *J. Immunol.* 195 611–620. 10.4049/jimmunol.1500112 26041535PMC4491042

[B20] Otieno-OdhiamboP.WassermanS.HovingJ. C. (2019). The contribution of host cells to pneumocystis immunity: an update. *Pathogens* 8:52. 10.3390/pathogens8020052 31010170PMC6631015

[B21] ParameswaranP.LiuY.RoskinK. M.JacksonK. K.DixitV. P.LeeJ. Y. (2013). Convergent antibody signatures in human dengue. *Cell Host Microbe* 13 691–700. 10.1016/j.chom.2013.05.008 23768493PMC4136508

[B22] QiuX.MaoQ.TangY.WangL.ChawlaR.PlinerH. A. (2017). Reversed graph embedding resolves complex single-cell trajectories. *Nat. Methods* 14 979–982. 10.1038/nmeth.4402 28825705PMC5764547

[B23] RongH. M.LiT.ZhangC.WangD.HuY.ZhaiK. (2019a). IL-10-producing B cells regulate Th1/Th17-cell immune responses in pneumocystis pneumonia. *Am. J. Physiol. Lung Cell Mol. Physiol.* 316 L291–L301. 10.1152/ajplung.00210.2018 30284926

[B24] RongH. M.QianX. J.ZhangC.LiT.TongZ. H. (2019b). IL-17 inversely correlated with IL-10 via the STAT3 gene in pneumocystis-infected mice. *Mediators Inflamm.* 2019:6750861. 10.1155/2019/6750861 31582901PMC6754930

[B25] RoyB.NeumannR. S.SnirO.IversenR.SandveG. K.LundinK. E. A. (2017). High-throughput single-cell analysis of B cell receptor usage among autoantigen-specific plasma cells in celiac disease. *J. Immunol.* 199 782–791. 10.4049/jimmunol.1700169 28600290

[B26] SchmidtJ. J.LueckC.ZiesingS.StollM.HallerH.GottliebJ. (2018). Clinical course, treatment and outcome of pneumocystis pneumonia in immunocompromised adults: a retrospective analysis over 17 years. *Crit. Care* 22:307. 10.1186/s13054-018-2221-8 30454031PMC6245758

[B27] ShiX.ShaoT.HuoF.ZhengC.LiW.JiangZ. (2020). An analysis of abnormalities in the B cell receptor repertoire in patients with systemic sclerosis using high-throughput sequencing. *PeerJ* 8:e8370. 10.7717/peerj.8370 31988805PMC6968515

[B28] StavnezerJ.SchraderC. E. (2014). IgH chain class switch recombination: mechanism and regulation. *J. Immunol.* 193 5370–5378. 10.4049/jimmunol.1401849 25411432PMC4447316

[B29] TucciF. A.KitanovskiS.JohanssonP.Klein-HitpassL.KahramanA.DurigJ. (2018). Biased IGH VDJ gene repertoire and clonal expansions in B cells of chronically hepatitis C virus-infected individuals. *Blood* 131 546–557. 10.1182/blood-2017-09-805762 29242186

[B30] WangJ.ChengW.WangZ.XinL.ZhangW. (2017). ATF3 inhibits the inflammation induced by mycoplasma pneumonia in vitro and in vivo. *Pediatr. Pulmonol.* 52 1163–1170. 10.1002/ppul.23705 28440917

[B31] WenW.SuW.TangH.LeW.ZhangX.ZhengY. (2020). Immune cell profiling of COVID-19 patients in the recovery stage by single-cell sequencing. *Cell Discov.* 6:31. 10.1038/s41421-020-0168-9 32377375PMC7197635

[B32] WrammertJ.SmithK.MillerJ.LangleyW. A.KokkoK.LarsenC. (2008). Rapid cloning of high-affinity human monoclonal antibodies against influenza virus. *Nature* 453 667–671. 10.1038/nature06890 18449194PMC2515609

[B33] XuJ. L.DavisM. M. (2000). Diversity in the CDR3 region of V(H) is sufficient for most antibody specificities. *Immunity* 13 37–45. 10.1016/s1074-7613(00)00006-610933393

[B34] ZhangC.RongH. M.LiT.ZhaiK.TongZ. H. (2020). PD-1 deficiency promotes macrophage activation and T-helper cell type 1/T-helper cell type 17 response in pneumocystis pneumonia. *Am. J. Respir. Cell Mol. Biol.* 62 767–782. 10.1165/rcmb.2019-0234OC 32048861

[B35] ZhangJ. Y.WangX. M.XingX.XuZ.ZhangC.SongJ. W. (2020). Single-cell landscape of immunological responses in patients with COVID-19. *Nat. Immunol.* 21 1107–1118. 10.1038/s41590-020-0762-x 32788748

[B36] ZhengC.ZhengL.YooJ. K.GuoH.ZhangY.GuoX. (2017). Landscape of infiltrating T cells in liver cancer revealed by single-cell sequencing. *Cell* 169 1342–1356.e16. 10.1016/j.cell.2017.05.035 28622514

[B37] ZhouY.ZhouB.PacheL.ChangM.KhodabakhshiA. H.TanaseichukO. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat. Commun.* 10:1523. 10.1038/s41467-019-09234-6 30944313PMC6447622

How the deposited data were processed for this re-analysis (not part of the article)

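The data were the contig tables that the authors deposited for 5 single-cell BCR libraries, made from CD45+ lung cells of uninfected mice (0 w) and of mice at 1 w, 2 w, 3 w, and 4 w after *Pneumocystis* infection. Each library held cells mixed from 3 C57BL/6 mice. The authors sequenced 5′ libraries enriched for V(D)J segments and assembled the contigs with the Cell Ranger vdj pipeline. The deposited values are raw counts of reads and UMIs per contig, with text columns for the genes, the CDR3 sequences, and the clonotype, and every contig came from a barcode called as a cell. The tables had not been restricted to the B cells of the expression data, a selection by which the paper arrived at its own number of cells.

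The libraries held 3115, 1352, 2199, 3198, and 2036 barcodes from 0 w to 4 w, with 17748071 to 33809612 reads. Cells were retained by the rules of the paper: a productive full-length heavy chain and a productive full-length light chain, with the chain of most UMIs used where there were several (ties were broken by reads, then by identifier). A clonotype was an identical pair of CDR3 nucleotide sequences within a library, and cells were called clonal expanded when at least 2 shared a clonotype. D50, for which the paper gives no formula, was taken as the smallest number of clonotypes that hold 50% of the cells, as a percentage of all clonotypes. Its standard error came from a jackknife of 1000 draws that each left out 10% of the cells. A bootstrap of cells had been planned and was computed, but cells drawn more than once form false clonotypes (bootstrap means of 31.4, 31.4, 30.8, 17.8, and 17.6 from 0 w to 4 w), so it was replaced. Lineages joined cells with the same V, D, and J genes of the heavy chain, the same V and J genes of the light chain, and at most 1 differing amino acid in each CDR3.

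Each time point has 1 library, so no test between time points was made, and cells were not taken as replicates. Shares carry exact Clopper-Pearson 95% intervals, and a count of 0 was taken to allow 3 counts. V–J shares were computed over all retained cells and V–D–J shares over cells with a D gene call. Genes named in the text were chosen by a rule: those that the paper names, the most used of each sample, the largest rise and fall against 0 w among V genes, the 3 largest clonotypes of at least 3 cells, the largest lineage, and up to 5 clonotypes shared between samples. The frequencies printed in the paper had been seen when the rule was written. Alternatives were a minimum of 3 UMIs per chain, cells with a single pair of chains, no full-length filter, other definitions of clonotypes and lineages, equal cell numbers, the largest clonotype left out, each clonotype counted once, all chains of a cell, isotypes from any switched contig, and CDR3 lengths without the 2 anchor residues. Leaving out heavy chains carried by at least 30 barcodes of a sample was added after the data were seen.

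The analysis used python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9. Gene positions and germline sequences came from GENCODE M21 on GRCm38, in which 276 of the 278 gene names in the tables matched a single gene. The procedure was tested on 5 simulated repertoires with known composition, and the cells, the expanded share, D50, and the lineages were recovered in 5 of 5. Cell types, gene expression, pseudotime, and somatic hypermutation rates were not analyzed here, because the contig tables carry neither expression values nor V region sequences.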

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

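All tests in this part were chosen after the result was seen.

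The paper does not report 4 heavy chains that were each carried by many barcodes of a single sample and by none of the others. At 3 w, the *IGHV1-81* heavy chain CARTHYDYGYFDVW was found in 118 barcodes (3.69% of 3198) and the *IGHV5-17* heavy chain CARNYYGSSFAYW in 63. At 4 w, the *IGHV1-66* heavy chain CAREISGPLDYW was found in 237 barcodes (11.6% of 2036) and the *IGHV1-80* heavy chain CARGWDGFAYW in 30. Each was found in 0 of 3115 barcodes at 0 w, where a count of 0 allows up to 0.0963%. Together they were the retained heavy chain of 418 cells with a paired BCR.

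Free heavy-chain and light-chain RNA taken up independently of each other would leave these barcodes with no particular light chain. Against this, 96.6% of the *IGHV1-81* barcodes carried the *IGLV1* light chain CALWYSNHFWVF, compared with 0.812% of the other barcodes at 3 w. The kappa light chain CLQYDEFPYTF was found in 100% of the *IGHV5-17* barcodes and in 2.39% of the others. At 4 w, 98.3% of the *IGHV1-66* barcodes carried the *IGKV6-15* light chain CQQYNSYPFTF, compared with 1.00% of the others, and 96.7% of the *IGHV1-80* barcodes carried the *IGKV1-117* light chain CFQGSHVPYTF, compared with 4.09%. Copies of 1 barcode made by errors would lie few bases apart, yet the mean number of differing bases between barcodes was 12.0 for the *IGHV1-81*, 12.0 for the *IGHV5-17*, 12.0 for the *IGHV1-66*, and 12.0 for the *IGHV1-80* chain, as among the other barcodes. These values leave open expanded clones of B cells in the lung and particles that carry the RNA of 1 cell, such as cell fragments, which might give heavy and light chains together. Which of these applies was not tested, nor was the time after infection, since each time point has 1 library.

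The *IGHV1-80* and *IGHV1-66* heavy chains were found in the same barcode in 23 of the 30 *IGHV1-80* barcodes at 4 w, or 76.7% (95% CI 57.7–90.1%). Droplets with 2 cells by chance would give at most 22.9%, the share of barcodes with a heavy chain that carry *IGHV1-66*, and this only if every *IGHV1-80* barcode held another cell with a heavy chain. The values argue against chance pairs of cells. Cells that stick together and cells with both heavy chains stay open and were not tested.

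The tables for BCR also list 223 contigs assigned to the T-cell receptor gamma (TRG) chain at 4 w, a chain that the paper does not analyze, against 1, 0, 12, and 1 contigs at 0 w, 1 w, 2 w, and 3 w. None was productive and none had a V or J gene call. At 4 w only 6 had a C gene call, so 217 were assigned to TRG with no gene call at all, while in the other samples every one had a C gene call. A deeper library would raise the number of contigs in step with the UMIs, yet per 100000 UMIs there were 26.7 TRG contigs at 4 w (95% CI 23.3–30.4) and at most 2.88 (1.49–5.04) in the other samples, so depth alone does not account for the excess. At 4 w they were found in 10.2% of the barcodes with a heavy chain and in 11.7% of those without, which differed by less than the counting error. TRG transcripts of the lung cells, free RNA, and contigs wrongly assigned to TRG all stay open, and none was tested.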

How the results depend on the processing

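The alternative without recurrent heavy chains, given in the last paragraph, was the only one here chosen after the data were seen. The others were set before the data were examined. A value counts as unchanged below when it stayed within the 95% confidence interval of the reported value, or for a count within 1.5 times of it. The alternatives set in advance left 1297 of 1498 values unchanged. Except where a construction is named, the cause of a change was not tested. For each alternative below, only values that changed are listed, and the switch ratio is the ratio of (IgA + IgG) to (IgD + IgM).

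In the alternatives set in advance that could change them, D50 was lower and the share of clonal expanded cells higher than at 0 w in 10 of 10 alternatives at 2 w, 3 w, and 4 w, with D50 between 2.60 and 42.2 at 3 w and between 17.1 and 43.2 at 4 w. Both directions were lost at 1 w in 1 of 10 alternatives, without the largest clonotype. The ratio of (IgA + IgG) to (IgD + IgM) and the share of IgG were above 0 w in 6 of 6 alternatives at 2 w, 3 w, and 4 w and in 5 of 6 at 1 w, where both fell below 0 w with at least 3 UMIs per chain. The ratio ranged from 0.114 to 1.92 at 3 w and from 0.230 to 1.22 at 4 w. The share of *IGHV9-3* was above 0 w in 6 of 6 alternatives at 2 w (3.83% to 5.93%), and below 0 w in 6 of 6 at 1 w. At 3 w and 4 w it was above 0 w in 5 of 6 and below it with at least 3 UMIs per chain. No value moved with all heavy chains or all light chains of a cell counted, with isotypes taken from any switched contig, with clonotypes defined by amino acids, by added V and J genes, by the heavy chain alone, or by the deposited identifiers, with V-D-J shares over all cells, or with lineages formed without the D gene or with 1 differing residue in all. Dropping the full-length filter and removing barcodes shared between libraries changed no cell, so these 2 checks, with 239 of the values each, say nothing about stability, although they are counted among the 10 and the 6 alternatives.

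With at least 3 UMIs required of both chains, the retained cells numbered 1643, by construction, with 301 at 0 w, 127 at 1 w, 337 at 2 w and 190 at 3 w. D50 was 50.2 at 0 w, 49.2 at 1 w, 44.9 at 2 w, 2.60 at 3 w and 17.1 at 4 w, and clonal expanded cells made up 0% at 0 w, 3.15% at 1 w, 15.7% at 2 w, 63.7% at 3 w and 43.0% at 4 w, where the count of 0 at 0 w allows up to 0.997%. IgM was 69.1% at 0 w, 82.7% at 1 w, 28.4% at 3 w and 33.3% at 4 w, IgD 24.3% at 0 w, 11.8% at 1 w, 15.4% at 2 w, 5.79% at 3 w and 11.6% at 4 w, IgG 1.33% at 0 w, 16.6% at 2 w, 20.0% at 3 w and 49.9% at 4 w, and IgA 5.32% at 0 w, 4.72% at 1 w, 3.86% at 2 w and 45.8% at 3 w. The switch ratio was 0.0712 at 0 w, 0.0583 at 1 w, 0.257 at 2 w, 1.92 at 3 w and 1.22 at 4 w. The share of *IGHJ2* was 24.9% at 2 w, 9.47% at 3 w and 51.9% at 4 w, and that of *IGHJ4* was 15.7% at 1 w, 14.2% at 3 w and 19.5% at 4 w. *IGHV1-26* was used by 5.65% at 0 w, 3.15% at 1 w and 2.63% at 3 w, and *IGHV9-3* by 4.32% at 0 w and 5.93% at 2 w. The mean heavy-chain CDR3 length was 13.7 at 0 w, 13.4 at 1 w and 13.4 at 4 w, and that of the light chain 11.1 at 0 w, 11.4 at 3 w and 11.1 at 4 w. The IGK/IGL ratio was 8.55 over all samples and 1.29 at 3 w. There were 727 V-D-J combinations and 4 lineages with cells of several samples, and single-cell lineages were 100% at 0 w, 93.1% at 2 w, 88.2% at 3 w and 93.8% at 4 w. The depth limits these values, since the median heavy chain had 1 or 2 UMIs in every sample except 4 w.

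With each clonotype counted once, which removes the weight of expanded clonotypes by construction, IgM was 50.6% at 3 w and 52.6% at 4 w, IgD 39.0% at 3 w and 26.8% at 4 w, IgG 5.68% at 2 w and 13.5% at 4 w, and IgA 2.95% at 3 w. The switch ratio was 0.0758 at 2 w, 0.114 at 3 w and 0.230 at 4 w. *IGHJ2* was used by 29.5% at 3 w and 31.2% at 4 w, *IGHJ4* by 28.5% at 3 w and 30.1% at 4 w, and *IGHV1-26* by 7.48% at 3 w of the clonotypes. The IGK/IGL ratio was 12.1 over all samples, 11.1 at 3 w and 12.7 at 4 w. The mean CDR3 length of the heavy chain was 14.0 at 4 w, and that of the light chain 11.0 at 3 w and 11.0 at 4 w.

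Without the largest clonotype of each sample, D50 was 42.2 at 3 w and 43.2 at 4 w, and expanded cells made up 0% at 1 w, 15.3% at 3 w and 14.9% at 4 w, where the count of 0 allows up to 0.574%. With only the cells that had 1 heavy and 1 light chain, D50 was 35.2 at 4 w, expanded cells 25.8% at 4 w, IgG 32.3% at 4 w, *IGHJ2* 41.2% at 4 w, the switch ratio 0.591 at 4 w, and the mean heavy-chain CDR3 length 13.7 at 4 w. At equal cell numbers, D50 was 48.7 at 2 w and expanded cells 4.89% at 2 w. Leaving out the 2 anchor residues shortens each CDR3 by construction, to means of 11.9 at 0 w, 11.9 at 1 w, 12.1 at 2 w, 11.9 at 3 w and 11.6 at 4 w for the heavy chain and 9.01 at 0 w, 9.00 at 1 w, 9.00 at 2 w, 9.17 at 3 w and 9.06 at 4 w for the light chain. Requiring identical CDR3 sequences left 5 lineages with cells of several samples.

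Without the 4 heavy chains carried by at least 30 barcodes of a sample, an alternative chosen after the data were seen, 193 of 239 values were unchanged. D50 was 48.2 at 3 w and 46.5 at 4 w, and expanded cells made up 5.15% at 3 w and 9.44% at 4 w. IgM was 49.3% at 4 w, IgD 37.8% at 3 w and 25.2% at 4 w, IgG 8.97% at 3 w and 18.2% at 4 w, IgA 2.86% at 3 w, and the switch ratio 0.134 at 3 w and 0.312 at 4 w. *IGHJ2* was used by 28.8% at 3 w and 30.01% at 4 w, and *IGHJ4* by 28.6% at 3 w and 29.5% at 4 w. The IGK/IGL ratio was 12.4 over all samples, 11.8 at 3 w and 13.6 at 4 w. The mean CDR3 length was 14.1 at 4 w for the heavy chain and 11.0 at 3 w for the light chain. The samples at 0 w, 1 w, and 2 w held none of these chains.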

Differences from the paper's values

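The alternative without recurrent heavy chains, which leaves out the 4 heavy chains carried by at least 30 barcodes of a sample, is the only one in this part chosen after the values were seen. The paper's values rest on 3280 cells that were B cells in its expression data, a selection not repeated here, so the group of 4373 cells is wider than the paper's. Of 62 values compared, 13 differed by more than 1.5 times and by more than the counting error, 4 of them among the 44 that the paper states in its text. A value given below as showing no difference can still lie apart from the paper's by less than either of these.

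The paper gives a D50 of 48.0 at 3 w, and the value here was 31.1. Among the alternatives set before the data were examined, the value comes within 1.5 times of the paper's, while staying below it, with the deposited clonotypes (32.2) and without the largest clonotype (42.2), and it differs under the others. At 4 w the paper gives 47.3 against 30.4 here. The value is within 1.5 times of the paper's, while staying below it, for single-pair cells (35.2), at equal cell numbers (31.9), and without the largest clonotype (43.2), and it differs under the others. The share of clonal expanded cells at 4 w is 7.5% in the paper and was 30.6% here, and at 3 w it is about 6% in Fig. 2B, read by eye, against 29.1% here. Both differ under every alternative set before the data were examined, the nearest being without the largest clonotype (14.9% at 4 w and 15.3% at 3 w).

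*IGHA* at 3 w is about 4% in Fig. 2F, read by eye, against 18.4% here, and *IGHG1* at 4 w is about 7% in Fig. 2F, read by eye, against 28.4% here. Among the alternatives set in advance, neither differs with each clonotype counted once (2.95% and 4.67%), and both differ under the others. *IGHJ1* at 3 w is about 18% in Fig. 3C, read by eye, against 29.4% here, with no difference when each clonotype is counted once (16.7%). *IGHJ2* at 4 w is about 30% in Fig. 3C, read by eye, against 45.5% here, with no difference for single-pair cells (41.2%) and each clonotype counted once (31.2%). The paper gives *IGHV1-26* at 4 w as 4.3%, against 2.76% here, with no difference when each clonotype is counted once (3.85%). All of these differ under the remaining alternatives set in advance.

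In the light chains, *IGLV1* at 3 w is about 5.8% in Fig. 4C, read by eye, against 20.3% here. The V gene of the *IGHV5-17* clonotype's light chain (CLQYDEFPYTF) at 3 w is about 4.1% in Fig. 4C, read by eye, against 11.6% here, and *IGKV6-15* at 4 w is about 2.6% in Fig. 4C, read by eye, against 20.6% here. These 3 values do not differ with each clonotype counted once (5.71%, 3.94%, and 3.02%) and differ under the others set in advance. *IGKV1-117* at 4 w is about 5.5% in Fig. 4C, read by eye, against 8.58% here, with no difference for single-pair cells (4.38%) or each clonotype counted once (5.36%), and a difference under the others. 

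The bars for the light-chain J genes at 0 w start at about 10% in Fig. 4B, read by eye, and the shares here were compared on that scale, with this start added, a choice made after the values were seen. *IGKJ4* is about 23% in Fig. 4B, read by eye, against 12.6% here, or 22.6% on that scale. *IGLJ1* is about 15% in Fig. 4B, read by eye, against 4.76%, or 14.8% on that scale, *IGLJ2* is about 13% in Fig. 4B, read by eye, against 2.80%, or 12.8% on that scale, and *IGLJ3* is about 10% in Fig. 4B, read by eye, against 0.340%, or 10.3% on that scale. No J gene differs on that scale. The 7 readings add up to about 170% (Fig. 4B, read by eye) and with the start taken off to about 100% (Fig. 4B, read by eye), as the shares here do. With the start taken off, 6 of the 7 readings lie within 1.5 times of the shares here, and *IGLJ3* cannot be told from 0 by eye.

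The alternative without recurrent heavy chains was chosen after seeing the values, and loses 0 of the 18 gene usages that the paper's text names. Under it, 62 of the 62 values lay within 1.5 times of the paper's, with the light-chain J genes on the scale of Fig. 4B. Values at 0 w, 1 w, and 2 w could not change, since these samples held none of the chains. With the start of that scale taken off, *IGLJ3* was not within 1.5 times. At 3 w the recurrent chains or their light chains carry *IGHA*, *IGHJ1*, *IGLV1*, and the V gene of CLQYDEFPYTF. At 4 w they carry *IGHG1*, *IGHJ2*, *IGKV6-15*, and *IGKV1-117*. Leaving the chains out had to lower these shares, so their closeness to the figure readings is no independent check. Under this alternative, D50 was 48.2 at 3 w and 46.5 at 4 w, and expanded cells were 5.15% and 9.44%. *IGHA* at 3 w was 2.86%, and *IGHG1* at 4 w was 7.63%. *IGHJ1* at 3 w was 17.6%, *IGHJ2* at 4 w was 30.01%, and *IGHV1-26* at 4 w was 3.62%. *IGLV1* and the V gene of the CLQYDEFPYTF light chain at 3 w were 5.34% and 3.63%, and *IGKV6-15* and *IGKV1-117* at 4 w were 2.72% and 4.79%.

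The paper ranks *IGHV1-26* highest in all 5 samples, which held here in 3 of 5, since *IGHV1-81* (18.0%) led at 3 w and *IGHV1-66* (23.2%) at 4 w. With each clonotype counted once, and without recurrent heavy chains (chosen after seeing the values), it held in 4 of 5, with *IGHV9-3* ahead at 4 w (4.26% and 4.01%) by less than the counting error. The paper places the peak of *IGHV9-3* at 3 w. Here its largest share was at 2 w (4.19%), with each clonotype counted once it was at 4 w (4.26%), and without recurrent heavy chains (chosen after seeing the values) it was at 3 w (4.77%).

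The paper ranks *IGHJ2* highest at 0 w to 3 w and *IGHJ4* highest at 4 w after a gradual rise. *IGHJ2* led here at 0 w (33.3%) and 1 w (30.4%), lay 1 cell below *IGHJ4* at 2 w, and was below *IGHJ1* (29.4%) and *IGHJ3* (27.7%) at 3 w. At 4 w it led with 45.5%, against 22.5% for *IGHJ4*. Over clonotypes *IGHJ2* led in all 5 samples, at 1 w to 4 w by less than the counting error over *IGHJ4*, and the share of *IGHJ4* was 26.9% at 1 w, 28.6% at 2 w, 28.5% at 3 w, and 30.1% at 4 w. The paper ranks *IGHJ1* lowest, which held here in 4 of 5 samples and not at 3 w, and in all 5 with each clonotype counted once. Without recurrent heavy chains, chosen after seeing the values, *IGHJ2* led at 3 w (28.8%) and 4 w (30.01%), both by less than the counting error over *IGHJ4*, and *IGHJ1* at 3 w was at 17.6%. IgM led in all 5 samples, as the paper states, at 4 w by less than the counting error over IgG. The exception was the minimum of 3 UMIs per chain, where IgG led at 4 w (49.9%) and IgA at 3 w (45.8%).

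Of the 5 V–J pairs that the paper ranks highest, 1 held the top rank alone here (*IGHV1-26*/*IGHJ3* at 1 w), and 1 shared it at 0 w (*IGHV1-26*/*IGHJ4*). At 2 w *IGHV9-3*/*IGHJ2* led (1.68%) by 1 cell, at 3 w *IGHV1-81*/*IGHJ1* (16.3%), and at 4 w *IGHV1-66*/*IGHJ2* (22.7%). Of the 5 V–D–J rearrangements, the paper's led here at 0 w and shared the top rank at 1 w, while *IGHV1-26*/*IGHD1-1*/*IGHJ1* led at 2 w (1.15%), *IGHV1-81*/*IGHD2-4*/*IGHJ1* at 3 w (17.4%), and *IGHV1-66*/*IGHD3-2*/*IGHJ2* at 4 w (24.1%). Over clonotypes the 1 w rearrangement led alone (1.06%). Without recurrent heavy chains, chosen after seeing the values, the paper's pair shared the top rank at 3 w (2.67%) and led at 4 w (3.23%), and its rearrangements led at 3 w (2.33%) and 4 w (3.53%).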

Other observations

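The tests of heavy-chain recovery and the division by recurrent heavy chains were chosen after the result was seen. So was the UMI limit in the test of free RNA. The other tests in this part were set before.

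The share of clonal expanded cells was higher at 2 w, 3 w, and 4 w than at 0 w. A difference in the number of cells sampled is argued against by the shares at equal cell numbers, 4.89%, 28.7%, and 29.0%, all above the interval at 0 w (0.187–1.11%). A single large clonotype per sample is argued against by the shares without it, 6.01%, 15.3%, and 14.9%. At 3 w the share without it still counts 63 cells of the *IGHV5-17* clonotype. At 4 w the share without the largest clonotype still counts 39 cells with the same heavy-chain CDR3, 37 of them also with its light chain. Without the recurrent heavy chains, an alternative chosen after the data were seen, the shares were 5.15% at 3 w and 9.44% at 4 w. Both lie above the interval at 0 w. Barcodes with more than 1 cell are argued against by the shares among cells with 1 heavy and 1 light chain, 6.24%, 29.7%, and 25.8%. Free RNA from plasma cells would give expanded cells few UMIs. The median numbers of heavy-chain UMIs in expanded cells were 411, 3, and 12, against 2, 1, and 3 in the other cells, and those of light-chain UMIs 2767, 9, and 32, against 14, 9, and 22. The values at 2 w argue against free RNA as the whole account there. At 3 w and 4 w the medians of expanded cells lay below 100 heavy-chain UMIs, a limit chosen after the result was seen. Those of the other cells lay so near the floor of 1 UMI that free RNA could leave more. Over all expanded cells the medians therefore decide nothing there. With at least 3 UMIs required of both chains, the shares rose to 15.7%, 63.7%, and 43.0%, against 0% at 0 w. The rise in itself decides nothing, since the minimum also removed cells that were not expanded, leaving 190 of 701 cells at 3 w. The expanded cells left above this minimum argue against free RNA that leaves fewer UMIs as the whole account. At 3 w and 4 w, free RNA that leaves more stays open. The recurrent heavy chains, with their open explanations, were carried by 177 of the 204 expanded cells at 3 w and 237 of the 310 at 4 w, and the light chains of their barcodes argue against free heavy-chain and light-chain RNA taken up independently. The other expanded cells had median numbers of heavy-chain UMIs of 14 at 3 w and 386 at 4 w, where 49 of 73 had at least 100. At 3 w, 8 of the 27 had at least 100, and their median number of light-chain UMIs was 498, against 9 in cells not expanded. These values argue against free RNA as the whole account of the 73 at 4 w and of the 27 at 3 w. For those with few heavy-chain UMIs it stays open. At 4 w these include most of the 17 cells with the light chain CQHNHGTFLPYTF, of which 3 had at least 100. An effect of infection stays open and untested, because each time point has 1 library.

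The ratio of (IgA + IgG) to (IgD + IgM) with each clonotype counted once was 0.0758 at 2 w, 0.114 at 3 w, and 0.230 at 4 w, all above the interval at 0 w (0.0133–0.0312), so expanded clonotypes alone do not account for the higher ratios there. At 1 w the value was 0.0295, and the ratio already lay within the interval at 0 w before this step, so the test decides nothing. Unswitched cells with few heavy-chain transcripts could be lost where heavy chains are recovered poorly. Among barcodes with a light chain, a heavy chain was found in 44.6% at 2 w and 51.1% at 4 w. Both lie above the 39.2% at 0 w, which argues against a lower recovery of heavy chains as a whole in these samples. The share counts switched cells too, which raise it, so a loss of unswitched cells alone is not excluded by it. At 3 w the share was 22.8%, below that at 0 w. Even with each of the 2371 barcodes with a light chain only counted as an unswitched cell, the ratio at 3 w would be 0.0608 (95% CI 0.0519–0.0708), above the interval at 0 w, so such a loss alone does not account for it. With each clonotype counted once as well, adding the 502 cells missing against the recovery at 0 w gives 0.0543 (95% CI 0.0403–0.0719). This lies above that interval and argues against a loss of this size together with expanded clonotypes. With all 2371 barcodes added it would be 0.0184, within that interval. No such barcodes were added at 0 w, so the samples are not treated alike and this value decides nothing. A larger loss together with expanded clonotypes stays open there. An effect of infection stays open and untested.

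Cells with at least 100 heavy-chain UMIs made up 1.19%, 1.14%, 6.29%, 4.99%, and 12.6% of the cells from 0 w to 4 w. They held 69.0%, 79.3%, 96.5%, 89.9%, and 95.8% of the heavy-chain UMIs of the retained chains. A switched isotype was found in 92.9%, 100%, 83.3%, 94.3%, and 97.7% of them, and 61.7%, 28.6%, and 38.3% of those at 2 w, 3 w, and 4 w were clonal expanded. None of the 14 cells at 0 w was expanded, which allows up to 21.4%, and none of the 6 cells at 1 w, too few for a useful limit. No explanation of this pattern was tested.

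The paper places *IGHV1-61*/*IGHJ3* at the top of the V–J pairs at 4 w, where it came next after *IGHV1-66*/*IGHJ2* here. With each clonotype counted once, *IGHV1-61*/*IGHJ3* had 0.275% at 4 w, near its highest share elsewhere (0.191%), which is consistent with its frequency resting on expansion within 1 lineage of 2 clonotypes. For *IGHV11-2*/*IGHJ1* at 3 w, placed below *IGHV1-81*/*IGHJ1* and *IGHV5-17*/*IGHJ3* here, the largest of 7 clonotypes held 6 of 14 cells. Its share with each clonotype counted once was 1.38% (95% CI 0.556–2.82%), against at most 1.15% elsewhere, so an expanded clonotype and a wider use of the pair cannot be told apart with these counts. For *IGHV9-3*, whose largest share here was at 2 w, the value at 3 w with each clonotype counted once was 3.94%. The share at 3 w already lay within the interval at 0 w, so this test decides nothing. No biological explanation was tested for these pairs.

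Identical nucleotide CDR3 pairs were found in more than 1 sample for 3 clonotypes, all with *IGHV11-2* and *IGKV14-126*. The largest, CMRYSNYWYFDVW with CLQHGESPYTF, had 4 cells at 1 w, 4 at 2 w, 6 at 3 w, and 1 at 4 w, and the C gene was *IGHM* in the cells at 1 w, 2 w, and 3 w. Barcodes carried over between libraries would appear in both, and the number of such barcodes among these clonotypes was 0, which argues against carry-over as the whole cause. Mice that form the same rearrangement independently stay an open explanation, which was not tested. The largest of these clonotypes also made up all 4 expanded cells at 1 w. Since each library mixed 3 mice, cells with the same CDR3 pair need not come from 1 clone.

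Other large clonotypes were, at 2 w, 5 cells with *IGHV1-72*, *IGHD2-8*, and *IGHJ4* and 4 cells with *IGHV1-50*, *IGHD2-4*, and *IGHJ3*. At 3 w, 63 cells carried the *IGHV5-17* clonotype with *IGHM*, and the *IGHV1-81* clonotype carried *IGHA* in all of its 114 cells. At 4 w, the 187 cells of the largest *IGHV1-66* clonotype carried *IGHG1*, as did a further 39 cells with the same heavy-chain CDR3 and *IGKV1-117* as the retained light chain. Of these 39 cells, 37 also carried the *IGKV6-15* light chain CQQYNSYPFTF of the largest clonotype, and 13 the *IGHV1-80* heavy chain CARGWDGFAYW.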
